# Evaluating the Mode of Antifungal Action of Heat-Stable Antifungal Factor (HSAF) in *Neurospora crassa*

**DOI:** 10.3390/jof8030252

**Published:** 2022-03-01

**Authors:** Xiaodong Liu, Xianzhang Jiang, Haowen Sun, Jiawen Du, Yuhang Luo, Jianzhong Huang, Lina Qin

**Keywords:** HSAF, antifungal, transcriptome, *Neurospora crassa*, cell wall, autophagy

## Abstract

Heat-stable antifungal factor (HSAF) isolated from *Lysobacter enzymogenes* has shown a broad-spectrum of antifungal activities. However, little is known about its mode of action. In this study, we used the model filamentous fungus *Neurospora crassa* to investigate the antifungal mechanism of HSAF. We first used HSAF to treat the *N. crassa* strain at different time points. Spore germination, growth phenotype and differential gene expression analysis were conducted by utilizing global transcriptional profiling combined with genetic and physiological analyses. Our data showed that HSAF could significantly inhibit the germination and aerial hyphae growth of *N. crassa.* RNA-seq analysis showed that a group of genes, associated with cell wall formation and remodeling, were highly activated. Screening of *N. crassa* gene deletion mutants combined with scanning electron microscopic observation revealed that three fungal cell wall integrity-related genes played an important role in the interaction between *N. crassa* and *L. enzymogens.* In addition, Weighted Gene Co-Expression Network Analysis (WGCNA), accompanied by confocal microscopy observation revealed that HSAF could trigger autophagy-mediated degradation and eventually result in cell death in *N. crassa*. The findings of this work provided new insights into the interactions between the predatory *Lysobacter* and its fungal prey.

## 1. Introduction

Heat-stable antifungal factor (HSAF) is an antimycotic compound isolated from a biological control strain *Lysobacter enzymogenes*. It belongs to polycyclic tetramate macrolactams (PTMs) and has shown a broad-spectrum of antifungal activities (Figure 1A) [1]. *Lysobacter enzymogenes* is a Gram-negative soil bacterium belonging to the genus *Lysobacter* and the Xanthomonadaceae family. This bacterium has twitching motility and can produce a variety of extracellular enzymes, including chitinase, protease, cellulase and β-1,3-glucanase [2,3,4,5] and produce antibiotic compounds such as β-lactams and HSAF [6,7]. It has an obvious antagonistic effect on many kinds of microorganisms including fungi, oomycetes, nematodes as well as bacteria [8,9,10,11]. In addition to its antagonistic effect, the *L. enzymogenes* also directly attach to the hyphae of filamentous fungi, and subsequently cause pathogenic infection of the fungal host [8]. Therefore, as a new type of biocontrol bacteria, *L. enzymogenes* has great potential for application in the biological control of agricultural diseases and pharmaceutical treatments. Understanding the antifungal mechanism of *L. enzymogenes* is one of the prerequisites for its broad application.

In recent years, reports on the biocontrol mechanism of *L. enzymogenes* mainly focus on its extracellular hydrolase and secondary metabolites. HSAF is one of the secondary metabolites of *L. enzymogenes*. Due to its antifungal effect, HSAF has received extensive attention, mainly focusing on its antifungal activity, biosynthesis mechanism, separation and yield improvement [1,12,13,14,15]. The mechanism of HSAF that causes fungal growth defects has been studied in many fungal species including *Aspergillus nidulans*, *Colletotrichum fructicola*, *Alternaria alternata* (Fries) Keissler and *Candida albicans*. In *A. nidulans,* HSAF has been reported to affect the polarization of mycelia by disrupting ceramide biosynthesis [16]. In *C. fructicola*, HSAF disrupts the coordination between cytokinesis and nuclear division, induces the production of reactive oxygen species in conidia and destroys the integrity of the conidial cell wall. HSAF specifically targets biological processes required for the formation and elongation of the germ tube but does not affect nuclear division [17]. In *A. alternata*, transcriptomics analysis demonstrates that HSAF disrupts the metabolic network, including the adenosine 5′-monophosphate (AMP)-activated protein kinase (AMPK) signaling pathway, sphingolipid metabolism, carbon metabolism, TCA (tricarboxylic acid) cycle, cell cycle, etc., and ultimately leads to apoptosis [15]. In *C. albicans*, HSAF induces apoptosis by promoting the accumulation of reactive oxygen species (ROS), and molecular dynamics (MD) simulation revealed the theoretical binding mode of HSAF to β-tubulin of *C. albicans* [18]. Although a lot of research has been reported to study the mode of action of HSAF, the target of HSAF is still unknown and the cellular biological mechanism of HSAF has still not been fully elucidated.

*Neurospora crassa* is the key organism in the history of genetics, biochemistry and molecular biology in the 20th century. As a model organism, it is most commonly known for its role in proving the “one gene, one enzyme” hypothesis. Over the years, varieties of molecular, genetic and biochemical techniques and avant-garde tools developed for *N. crassa*, in particular, the availability of a full genome deletion strain set made *N. crassa* valuable as a classical genetic model to investigate a myriad of fundamental biological processes [19]. In this study, we evaluated the antifungal effect of HSAF against *N. crassa* and performed RNA-Seq analysis to assess the genome-wide gene expression differences among different time points of the HSAF treatments. Based on transcriptome analysis, we consequently performed a systematic screening of 36 *N. crassa* deletion mutants to identify three genes with negative effects on HSAF resistance. We further used scanning electron microscopy (SEM) to observe the physical interaction between different *L. enzymogenes* and *N. crassa* mutants. In addition, we conducted WGCNA analysis to reveal that HSAF was able to trigger the autophagy pathway in *N. crassa* and further used confocal microscopy observation to verify this hypothesis. On the basis of our findings, we proposed a novel strategy for *L. enzymogenes* to infect its host prey.

## 2. Materials and Methods

### 2.1. Strains and Culture Conditions

*L. enzymogenes* strains used in this study include OH11, the wildtype [20] and (-) HSAF, an HSAF-nonproducing mutant with *hsaf-pks* deletion of OH11 [1]. *L. enzymgenes* strains were cultured on 10% TSA (Tryptic Soy Agar) or in 10% TSB (Tryptic Soy Broth) at 28 °C. The *N. crassa* wildtype strain OR74A (FGSC2489) and available single-gene deletion mutants were obtained from the Fungal Genetics Stock Center (http://www.fgsc.net/ accessed on 1 January 2022). *N. crassa* strains were grown on Vogel’s media [21]. For the HSAF sensitivity assay, the wildtype *N. crassa* conidia were harvested with distilled water and inoculated into Vogel’s media plates with indicated concentrations of HSAF as shown in Figure 1. The final concentration of conidia was 1 × 10^6^ conidia/mL. After 36 h of growth at 25 °C in an incubator, the colony sizes were measured, and the plates were used to take a photograph of colony morphology with a digital camera and perform microscopy observation. 

### 2.2. Physical Interactions of L. enzymogenes and N. crassa

*L. enzymogenes* wildtype strain OH11 and mutant (-)HSAF were resuscitated to one Luria broth (LB) plate containing 50 μg/mL Kanamycin, respectively. Two days later, the resuscitated strains were transferred to 10% TSB medium and cultured at 30 °C for 48 h at 200 rpm. The culture was centrifuged at 6000 rpm for 3 min to discard the supernatant media. The precipitated cells were washed with sterile water twice and re-suspended in sterile water with OD_600_ = 1. The prepared *L. enzymogenes* suspension was added into a 6-well plate at 3 mL per well. The conidia of *N. crassa* wildtype and mutant strains were inoculated into cellophane (1 cm in diameter), and placed in Vogel’s solid plate and cultivated overnight, respectively. The cellophane with germinating mycelia was transferred into 6-well plates containing *L. enzymogenes* suspension and incubated at 28 °C for different time points (0 min, 6 h). After a corresponding time of interaction, three cellophanes was immediately removed and fixed with 2% glutaraldehyde. Thirty-six samples were fixed with 5% glutaraldehyde for 4 h, washed with phosphate buffer three times with an interval of 10–15 min, fixed with 1% osmium for 4 h, and washed with distilled water three times with an interval of 10–15 min. Samples were dehydrated in an ascending ethanol series (50%, 70%, 80%, 90%, 100%) for 15 min per ethanol concentration, replaced with 100% ethanol three times, replaced with tert-butanol twice. After freeze drying, the 36 specimens were coated with gold-palladium for 3 min. Scanning electron microscopy (SEM) observation was performed using scanning electron microscope (JSM-6380LV, JEOL, Japan).

### 2.3. RNA-Seq and Data Analysis

*N. crassa* conidia were inoculated into 3 mL of liquid medium at 10^6^ conidia/mL in a deep 24-well plate and grown at 25 °C on a rotary shaker (200 rpm) for 24 h. The cultures were then added with 40 μM HSAF and treated for 0, 5, 30 and 60 min, respectively. For each timepoint, three replicates were set for RNA-seq analysis. The biomass from different time points of HSAF treatment was filtered and frozen in liquid nitrogen for RNA extraction. RNA-seq libraries were prepared using NEBNext Ultra^TM^ RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) and sequenced on the Illumina Genome Analyzer IIx and HiSeq 4000 platforms from Novogene (Beijing, China). Trimmomatic was used to remove adaptor contamination and check the quality of the raw RNA sequencing reads. Differential expression analysis was performed using DESeq2. The resulting *p* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. The FDR < 0.01 and Fold Change ≥ 2 were set as the threshold for significantly differential expression. The Venn diagram was generated by BMKCloud (www.biocloud.net, accessed on 1 January 2022). FungiFun2 online resource (https://elbe.hki-jena.de/fungifun/, accessed on 1 January 2022) and KEGG as the classification ontology were used for functional enrichment analysis. Gene annotations are extracted from the fungi database (https://fungidb.org/fungidb/app, accessed on 1 January 2022) or inferred from the homology of characteristic genes of related fungi. The heat map was generated by R software pheatmap package. The “WGCNA” R package (v1.63) [22] was used to construct the co-expression network of the genes correlated with HSAF. 

### 2.4. The Effect of HSAF on the Protoplast Regeneration of N. crassa

The conidia of *N. crassa* were inoculated into Vogel’s liquid medium and cultivated for 4 h. The germinated mycelia were filtered with a 200-mesh sieve and digested by 10 mg/mL lysing enzyme (Sigma, Shanghai, China) and 1 mg/mL cellulase ‘‘ONOZUKA’’ R-10. The generated protoplasts were washed and re-suspended twice with 1 M sorbitol. Then 1 × 10^9^/mL of protoplasts in 1 M sorbitol solution was used to test the effect of HSAF on protoplasts regeneration. Three μL of protoplasts suspension was added into 3 mL of Vogel’s media plus 1 M sorbitol and 30 μM HSAF in a deep 24-well plate, and cultivated at 25 °C on a rotary shaker (200 rpm) for 10 h. As a negative control, protoplasts were re-suspended into distilled water and were set to eliminate the effect of conidia contamination. The experiment was carried out with three replicates. 

### 2.5. Confocal Microscopy Observation of the Structure of Cell Wall and Nuclei

*N.crassa* conidia were inoculated into Vogel’s media with or without 30 μM HSAF and cultivated at 25 °C on a rotary shaker (200 rpm) for 6 h. The germlings were dropped onto the glass slide and washed with phosphate buffer saline (PBS, pH7.0) three times. The germlings for cell wall observations were stained with 1 mg/mL Calcofluor white (CFW) for 1 min. The germlings for nuclei observation were stained with 100 ng/mL 4′,6-diamidino-2-phenylindole (DAPI) for 5 min. The stained-glass slides were then washed with PBS for another three times. Images were obtained using a laser scanning confocal microscope TCS SP8 with 63 × 2 NA water immersion objective and a 405 nm (CFW) or 405 nm (DAPI) laser.

### 2.6. Confocal Microscopy Observation of the Structure of ER and Golgi Apparatus

The *N. crassa* strain containing GFP-tagged NCA-1 protein was used to observe the structure of ER [23]. The *N. crassa* strain bearing the GFP-tagged VRG-4 protein was used to observe the structure of the Golgi apparatus [24]. Germlings for microscopy were grown on Vogel’s medium supplemented with or without 30 μM HSAF, at 25 ℃ for 6 h. Germlings were observed using a 63 × 2 NA water immersion objective on a Leica TCS SP8 microscope with a 488 nm laser.

## 3. Results

### 3.1. The Growth Inhibitory Effects of N. crassa by HSAF

As a first step toward investigating the antifungal mechanism of HSAF using the model filamentous fungus *N. crassa,* the effect of HSAF on its growth and morphology was tested. *N. crassa* was cultured on Vogel’s agar plates amended with HSAF at different concentrations (0, 20, 30, 40, 50, 60 μM). Colony sizes and morphology were documented at 36 h post-inoculation. We observed that the sizes of the colonies of *N. crassa* were reduced with an increased concentration gradient of HSAF (Figure 1B,C). The spore germination rate was also determined and the result demonstrated that HSAF significantly inhibited the germination of *N.* *crassa* conidia in a dose-dependent manner (Figure 1D). Growth of *N. crassa* on Vogel’s solid plates containing HSAF showed that low concentration of HSAF (20 μM) caused the conidia of *N. crassa* to germinate abnormally, while the high concentration of HSAF (60 μM) completely inhibited the germination. Microscopic examination showed that the morphology of mycelium is significantly shortened, twisted and hyper-branched under HSAF treatment (Figure 1E). As reported for other crop and clinical fungal pathogens [16,17,18], these data suggested that a certain amount of HSAF could inhibit the germination and polarized growth of *N. crassa,* enabling it to be a reasonable model to investigate the antifungal mechanism of HSAF.

### 3.2. Genes Involved in Cell Wall Formation and Remodeling Were Highly Activated at the Beginning of HSAF Treatment 

To gain insight into the molecular basis of the relationship between HSAF treatment and the growth defects of *N. crassa,* transcriptome profiling was performed to compare global changes in gene expression levels among the *N. crassa* strains treated with HSAF for 0 min, 5 min, 30 min and 60 min. These samples for RNA-seq were accordingly named as HSAF-0, HSAF-5, HSAF-30 and HSAF-60, respectively. 

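The paper's methods state that conidia were grown for 24 h at 25 °C, that 40 μM HSAF was then added, and that 3 replicates were taken for each time point. The labels deposited with the libraries give the same treatment times, but an age of 48 h and growth at 28 °C. Libraries were prepared with the NEBNext Ultra kit. A Genome Analyzer and a HiSeq instrument are both named, and which library was run on which is not stated, so a difference between the instruments could not be checked. Trimmomatic was applied to the reads. The program that aligned the reads, the program that counted them and the genome build are not given in the sources used here. The authors deposited the number of reads counted on each feature in each library, without normalization, and the same counts as FPKM. The 12 libraries carry the letters A to L: A, B and C are HSAF-0, D, E and F are HSAF-5, G, H and I are HSAF-30, and J, K and L are HSAF-60. The tables list 11409 features. Of these, 9729 are genes with an NCU identifier and 1680 are features named newGene, whose definition is not given. All 9729 identifiers were found in the NC12 reference annotation, which was used for names alone. Over all its entries, the annotation gives a symbol other than the locus tag for 1118. Total counts per library ranged from 11517462 to 15698448, with a median of 12581051. The group medians were 13397815 for HSAF-0, 12864590 for HSAF-5, 12255234 for HSAF-30 and 12385025 for HSAF-60. Counts on the NCU genes varied far more, from 790513 in library I to 11265740 in library J, a 14.3-fold range. Their group medians were 6574342, 4505189, 7436973 and 9118304 in the same order. This spread came from a pair of features, newGene_189 and newGene_190, which together held 52.0% of all counts. Their share was 80.4%, 43.5% and 34.9% in libraries A, B and C, and 77.8%, 65.3% and 39.8% in D, E and F. In G, H and I it was 34.3%, 38.7% and 93.7%, and in J, K and L 27.1%, 66.1% and 25.2%. The share thus differed between replicates of every group, and 12.6% of its variance lay between the groups (exact permutation test over all groupings of the libraries into groups of these sizes, one-sided, p = 0.746). For this reason, differential expression was tested on the counts of the NCU genes alone, a choice made after these shares had been seen. The part of the paper's Dataset S1 that could be read lists NCU genes alone as well. Factors from edgeR's TMM method scaled the libraries, filterByExpr removed genes with low counts, and edgeR's quasi-likelihood test was fitted to all 12 libraries at once. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 2, the thresholds of the paper. This left 7582 genes. For the genes of the paper's Dataset S1 that could be read, the first 1999, the paper's FPKM means of HSAF-0, HSAF-5 and HSAF-60 equal the means of all 3 libraries within 0.1%. Its HSAF-30 means equal the means of G and H within the same tolerance. Library I is left out of them, and the paper gives no reason. Many values are therefore given first without library I, from a fit of the other 11 libraries to 7788 genes. Those for all 12 libraries follow. Others, such as the largest changes and most alternative settings, are given for all 12 libraries alone. The spread between replicates exceeded counting noise in every pair of replicates, so intervals from counts cover counting error only.

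**Figure D1:**
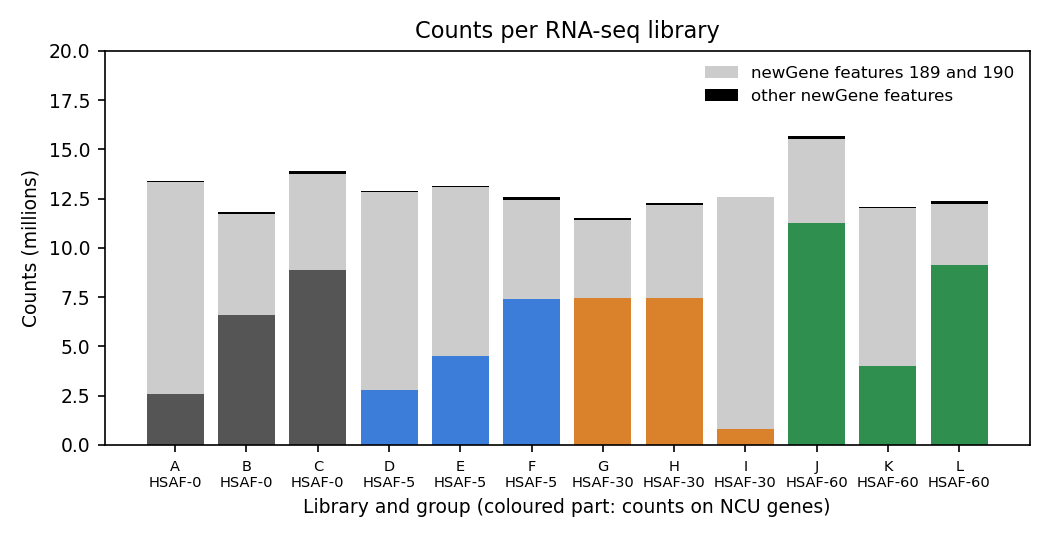
Counts per RNA-seq library (vertical axis) for the 12 libraries (horizontal axis, with their groups). The coloured part of each bar is the counts on NCU genes, the grey part newGene_189 and newGene_190, and the black part the other newGene features. The grey part makes up 93.7% of library I and 25.2% of library L.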

Principal-component analysis (PCA) and Euclidean distance analyses of the 12 sets of RNA-seq data showed that the biological replicate samples clustered together and that the expression pattern of HSAF-5 was similar to that of the HSAF-30, but different from that of HSAF-0 and HSAF-60 (Figure S1). 

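Euclidean distances between the libraries were computed here on the log2 CPM of the 7582 tested genes. CPM stands here for counts scaled to a common library size after TMM. Without library I, the mean distance was 70.3 within groups and 135 between groups, a ratio of 0.520 (exact permutation test over all groupings into groups of these sizes, one-sided, p = 6.49e-05, the smallest p that these groupings can give). With all 12 libraries, the distances were 81.1 and 144, and the ratio was 0.562 with the same p. On FPKM values without a logarithm, the setting that moved it most, the ratio was 0.933 (exact permutation test, p = 0.239). Without library I, HSAF-5 lay at a mean distance of 126 from HSAF-0, 127 from HSAF-30 and 136 from HSAF-60. HSAF-30 lay at 167 from HSAF-0 and 145 from HSAF-60, and HSAF-0 at 122 from HSAF-60. The distance of HSAF-5 to HSAF-0 minus its distance to HSAF-30 was -1.74 (exact permutation test over 10 arrangements, two-sided, p = 0.9). Libraries G and H lay 92.3 apart. With library I, which lay at 126 from G and 144 from H, the mean distance of HSAF-5 to HSAF-30 was 147, and the difference was -21.0 (exact permutation test over 20 arrangements, two-sided, p = 0.5). The smallest p that these arrangements can give is 0.1, so neither test could have passed 0.05. The mean distances between groups also hold the spread within groups. With all 12 libraries, the mean distance within HSAF-30 was 121, against 56.3 within HSAF-0. Library by library, the nearest library outside the own group was H of HSAF-30 for D, E and F, and J of HSAF-60 for A, B and C. The first principal component held 39.6% of the variance without library I and 41.4% with it, and the next component 28.1% and 22.8%. On the first component without library I, HSAF-0 lay between 64.3 and 71.1, HSAF-5 between -27.3 and -20.0, HSAF-30 at -98.3 and -75.7, and HSAF-60 between 5.47 and 35.6, so that HSAF-5 was nearer to HSAF-30 than to HSAF-0. On the next component without it, HSAF-0 lay between -24.7 and -21.7, HSAF-5 between -50.3 and -42.0, HSAF-30 at -14.0 and 24.6, and HSAF-60 between 47.8 and 80.4, so that HSAF-5 was nearer to HSAF-0. On the first component of all 12 libraries, the mean of HSAF-5 was nearer to that of HSAF-0. There HSAF-0 lay between 69.5 and 72.4, HSAF-5 between 2.36 and 7.57, HSAF-30 between -122 and -58.8, and HSAF-60 between 3.83 and 36.8. On the next component, HSAF-5 lay between -58.5 and -54.5 and HSAF-60 between 50.8 and 72.2.

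**Figure D2:**
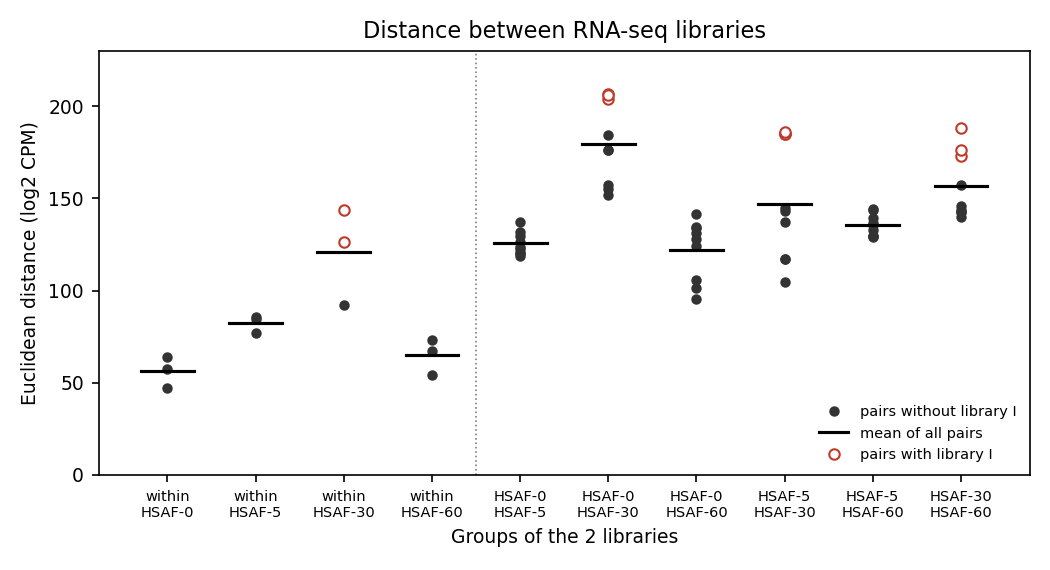
Euclidean distance on log2 CPM (vertical axis) for every pair of the 12 libraries, by the groups of both libraries (horizontal axis). Filled points are pairs without library I, open red points are pairs with library I, and bars are the means of all pairs. Pairs of HSAF-0 libraries lie between 47.2 and 64.1, and pairs of HSAF-0 and HSAF-30 libraries between 152 and 207.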

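Without library I, 1075 genes were called between HSAF-5 and HSAF-0, 821 of them higher and 254 lower in HSAF-5. Between HSAF-30 and HSAF-0, 2527 genes were called, 1529 higher and 998 lower, and between HSAF-60 and HSAF-0, 1205 genes, 802 higher and 403 lower. HSAF-30 differed from HSAF-5 in 1081 genes, 669 higher and 412 lower, and HSAF-60 from HSAF-30 in 2130 genes, 921 higher and 1209 lower. With all 12 libraries, the 5 comparisons called 909 genes (737 higher), 2602 genes (1449 higher), 979 genes (711 higher), 1276 genes (684 higher) and 2059 genes (1014 higher) in the same order. Of these, 900, 2326, 966, 976 and 1829 genes were called in both sets of libraries. The numbers of lower and of higher genes depended on single libraries. At 5 min, 172 were lower with 12 libraries and between 46 and 72 when any 1 of A to F was left out. At 60 min, 268 were lower, and between 84 and 144 without A, B, C, K or L. Of higher genes at 60 min there were 711 with 12 libraries, but 431, 452, 388 and 443 without A, B, C and L. Between HSAF-30 and HSAF-5, 684 were higher with 12 libraries, but 378, 416 and 451 without D, F and G. On the FPKM values, the alternative that moved these counts most, limma without a filter called 1 gene between HSAF-5 and HSAF-0. The direction of the calls depended on how the libraries were scaled. With TMM and 12 libraries, 81.1% of the genes called at 5 min and 55.7% of those called at 30 min were higher than in HSAF-0. With upper quartile factors the shares were 62.8% and 42.9%, and with library size alone 46.3% and 45.0%. At 60 min the share was 72.6% with TMM, 58.0% with upper quartile factors and 78.8% with library size alone. For HSAF-30 against HSAF-5 it rose from 53.6% with TMM to 66.5% with library size alone but fell to 49.0% with upper quartile factors. For HSAF-60 against HSAF-30 it was 49.2% with TMM, 57.2% with upper quartile factors and 68.2% with library size alone. Where newGene_189 and newGene_190 count towards the totals, most shares were higher and rest on fewer genes. For limma on log2(FPKM + 1), 81.0% of 42 genes at 5 min, 47.9% of 451 at 30 min and 95.1% of 385 at 60 min were higher than in HSAF-0, with 93.3% of 75 for HSAF-30 against HSAF-5 and 96.2% of 762 for HSAF-60 against HSAF-30. For edgeR with library sizes of all features, a setting chosen after the results were seen, the shares were 90.0%, 60.2%, 95.9%, 97.4% and 93.6% in the same order. The median log2 fold change of all tested genes against HSAF-0 under TMM was -0.15 at 5 min, -0.28 at 30 min and -0.0016 at 60 min. With upper quartile factors the medians were -0.38, -0.53 and -0.14, so that a log2 fold change of a single gene moves by as much with the scaling. Of the genes with an average log2 CPM of at least 5, the largest increases at 5 min were in NCU05351 (log2 fold change 6.98, standard error 0.57, adjusted p = 7.79e-07) and NCU09627 (6.95, standard error 0.57, adjusted p = 7.79e-07), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 12 libraries. The largest decreases at 5 min were -2.79 in NCU04502 and -2.20 in NCU04909. At 30 min, NCU09567, which the paper's Dataset S1 annotates as a myo-inositol monophosphatase, had a log2 fold change of 8.92 and NCU05131 of 8.75, against -5.66 in NCU00715 and -5.46 in NCU02526. At 60 min, NCU00855 had 10.50, NCU06911 had -5.52 and NCU08228 had -5.36. With 1 library of the 2 groups left out, NCU00855 ranged from 9.70 to 10.95, NCU06911 from -5.70 to -5.33, NCU08228 from -6.16 to -4.94 and, at 30 min, NCU02526 from -6.18 to -5.10. NCU06792 had 3 counts over the HSAF-0 libraries and 4608 over the HSAF-60 libraries. Scaled for library size, its ratio was 992 (95% interval from the counts 339 to 4815). All 3 of its HSAF-0 counts were in library C, and without C the fitted log2 fold change of NCU06792 was 12.92 in place of 9.91. With 0 counts left in HSAF-0, that value depends on the prior count. Adjusted p was at most 0.00215 for these genes by the same edgeR test. These 12 genes were chosen by a rule that asked for all 3 treated libraries on the same side of all 3 HSAF-0 libraries.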

The numbers of reads per kilobases of transcript, per million mapped reads (RPKM) for all genes, were calculated for biological replicates, and differential gene expression analyses were investigated (fold change ≥ 2, and *p* ≤ 0.01) between HSAF-5 and HSAF-0, HSAF-30 and HSAF-0, HSAF-60 and HSAF-0, HSAF-30 and HSAF-5 and HSAF-60 and HSAF-30 (Dataset S1). Gene Ontology (GO) analysis, which is an international standard gene functional classification system, was then performed for each group of differentially expressed genes (DEGs) (Figures S2–S7 and Dataset S1).

These analyses showed that a group of genes associated with fungal cell wall organization were significantly upregulated in HSAF-5 and HSAF-30 samples compared to that in HSAF-0 samples, however, the expression levels of most of these genes were significantly decreased in HSAF-60 samples relative to that in HSAF-30 (Figure 2A and Dataset S1). 

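The 36 genes named in the heat map of Fig. 2A were all among the tested genes. The paper chose this list on the same libraries, so the counts are not independent evidence for it. Without library I, 23 of the 36 genes were called higher in HSAF-5 than in HSAF-0, and adjusted over the list alone 28 passed an adjusted p under 0.01 and a 2-fold change. In HSAF-30, 28 were called higher and 2 lower than in HSAF-0, with 31 adjusted over the list alone. From HSAF-30 to HSAF-60, 20 were called lower and 1 higher, with 23 adjusted over the list alone, and at 60 min 16 were called above and 2 below HSAF-0. The medians of the log2 fold changes over the list were 1.80 at 5 min, 2.53 at 30 min and 1.19 at 60 min against HSAF-0, and -1.45 between HSAF-60 and HSAF-30. With all 12 libraries, 22 genes were called higher at 5 min, 27 at 30 min and 16 at 60 min, and 19 were called lower in HSAF-60 than in HSAF-30. At 5 min, edgeR with TMM on all 12 libraries called 0 genes of the list lower than in HSAF-0, with 2 lower at an unadjusted p under 0.05. DESeq2 called 1 lower (NCU07458). So did edgeR with DESeq2 size factors, upper quartile factors, library size alone, no filter or only the 2 groups, and with TMM when G, H, J or L was left out. Before any threshold, 31 genes were higher at 5 min, 32 at 30 min, and 30 were lower in HSAF-60 than in HSAF-30. The log2 fold changes at 5 min ran from -1.47 for NCU07458 to 5.75 for NCU04554 (gh18-5). With upper quartile factors, 20, 26 and 19 genes were called in these 3 directions, and with library size alone 17, 25 and 15. On the FPKM values, tested with limma on log2(FPKM + 1), 2 were called higher at 5 min, 8 higher at 30 min and 0 lower at 60 min than at 30 min (3 lower at an unadjusted p under 0.05, and 21 called lower by DESeq2). On that scale and before any threshold, 19 genes were lower and 16 higher in HSAF-60 than in HSAF-30, with a median of -0.055. With FPKM rescaled to the counts on NCU genes, a setting chosen after the results were seen, 29 were lower and the median was -0.90. The gene that the paper calls chs-1 (NCU03611) rose from 136 ± 15.1 CPM (SD, n = 3 libraries) in HSAF-0 to 708 ± 86.9 in HSAF-5 and 1026 ± 34.5 in HSAF-30, and was at 475 ± 118 in HSAF-60. Its log2 fold changes were 2.38 at 5 min (standard error 0.30, adjusted p = 2.15e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 libraries) and 2.92 at 30 min (standard error 0.30, adjusted p = 1.52e-06). Every HSAF-5 and HSAF-30 library was above every HSAF-0 library. From HSAF-30 to HSAF-60 it changed by -1.12 without library I and by -1.11 with it (standard error 0.28, adjusted p = 0.00528, same edgeR test). It was no longer called when any 1 of the libraries G, J, K and L was left out (adjusted p 0.0107, 0.0320, 0.0162 and 0.0119 in edgeR), and on log2(FPKM + 1) its change was 0.15. For chs-9 (NCU02592), the means were 17.7 ± 6.74 CPM in HSAF-0, 60.1 ± 34.9 in HSAF-5, 161 ± 104 in HSAF-30 without library I (n = 2), 172 ± 76.2 with it, and 20.5 ± 7.25 in HSAF-60. The log2 fold change at 5 min was 1.78 with and without library I (adjusted p = 0.0150 and 0.0174, edgeR's quasi-likelihood test), which is not a call. Of the HSAF-5 libraries, D and E lay above every HSAF-0 library and F did not. It was called in DESeq2 (1.73, adjusted p = 0.00418), and in edgeR without library G or without library F (2.20, adjusted p = 0.00324 without F). At 30 min the log2 fold change was 3.21 without library I (adjusted p = 0.000279) and 3.30 with it (adjusted p = 6.98e-05), and from 30 to 60 min it was -2.99 and -3.07 (adjusted p = 0.000605 and 0.000195, same edgeR test). The gene gh16-5 (NCU05686) had a log2 fold change of 1.19 at 5 min (adjusted p = 0.0298 without library I and 0.0409 with it, edgeR's quasi-likelihood test). At 30 min it was 2.55 without library I and 2.34 with it (adjusted p = 0.000178 and 0.000213), with all 3 HSAF-30 libraries above all 3 HSAF-0 libraries. From 30 to 60 min it fell by 1.34 and 1.13 on the log2 scale, which was not called (adjusted p = 0.0154 and 0.0300, same edgeR test), and on log2(FPKM + 1) the change was 0.19. From the heat map and these comparisons, the paper states that genes of cell wall organization rose in HSAF-5 and HSAF-30 and that most fell again in HSAF-60. It adds the stronger calcofluor white fluorescence of treated germ tubes, and proposes that HSAF enhances cell wall synthesis, as a temporary compensation for damage to the wall.

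**Figure D3:**
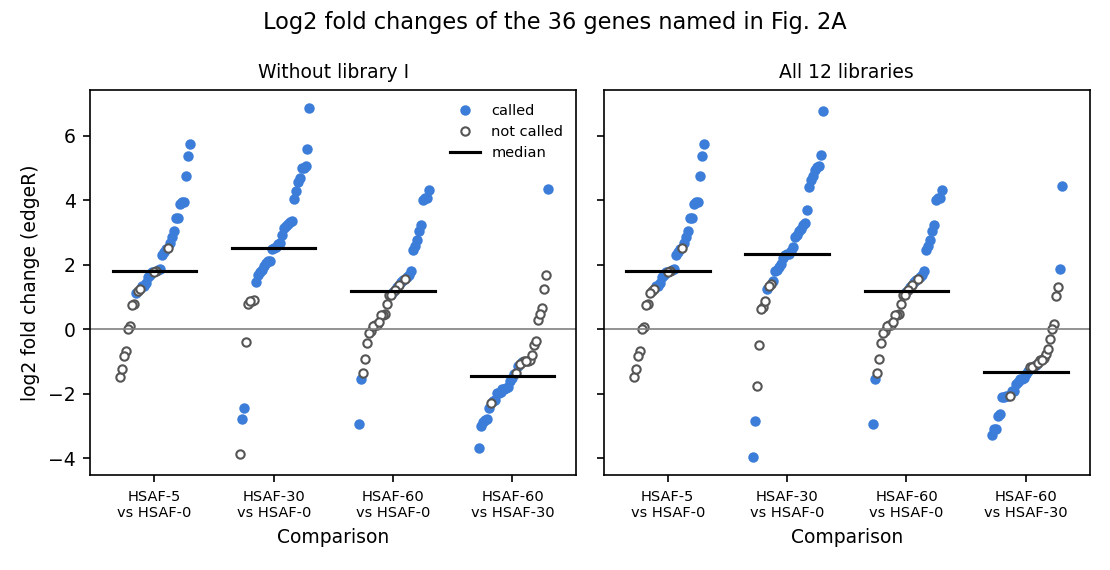
Log2 fold changes from edgeR (vertical axis) of the 36 genes named in Fig. 2A in 4 comparisons (horizontal axis), without library I and with all 12 libraries. Filled points are called, open points are not, and bars are medians. Under TMM scaling, the median goes from 1.80 at 5 min to -1.34 between HSAF-60 and HSAF-30 with all 12 libraries, and the calls between HSAF-60 and HSAF-30 are lost when log2(FPKM + 1) is tested.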

Considering that the cell wall is the first barrier of fungi against HSAF and fungal cell walls are commonly used as a target for developing antifungal drugs, which usually act by inhibiting β-D-glucan synthase, chitin synthase and the glycosylphosphatidylinositol (GPI) anchor pathway [25], we therefore focused on investigating whether HSAF could affect the cell wall formation and remodeling. The germ tubes of *N. crassa* strains with or without HSAF treatment were stained with CFW and observed by confocal microscopy. For the first 1 h post-inoculation, microscopic changes were not observed, however, at 3 and 5 h post-inoculation, HSAF-treated germ tubes showed a significantly enhanced fluorescence signal compared to the non-treated control, especially at the region closest to the tip (Figure 2B). These data suggested that HSAF treatment could enhance the synthesis of the cell wall of *N. crassa*. The possible interpretation for this was that the target of HSAF could be the substance that was involved in the maintenance of the fungal cell wall. The interaction between HSAF and its target will ruin cell wall integrity, which thereby triggers the cell to produce more cell wall components to temporarily compensate for HSAF-caused impairment.

### 3.3. N. crassa Mutants Lack of Genes Encoding Chitin Synthases and Cell Wall Glucanase Showed Higher HSAF Resistance

To test the hypothesis that the target for HSAF were cell wall-related materials, protoplasts of *N. crassa* were prepared to check whether HSAF could affect protoplasts’ regeneration (Figure 3A). To avoid the false positive results caused by incomplete cell wall removal during protoplast preparation, protoplasts suspended in aqueous solution were used as a negative control, since protoplasts will burst osmotically in distilled water. The results shown in Figure 3B demonstrated that HSAF treatment could not affect the regeneration of protoplasts, however, the growth after regeneration was still inhibited. This data suggested that the potential target of HSAF could be the components of fungal cell wall.

As a model filamentous fungus, *N. crassa* has a near full genome deletion strain set collection. To investigate the correlation between the fungal cell wall and HSAF resistance and further identify the potential target, 36 available homokaryotic cell wall-related gene deletion mutants were screened to test HSAF susceptibility. Compared to WT, mutants bearing a deletion of the *chs-9* gene (NCU02592), *chs-1* gene (NCU 03611) and *gh16-5* (NCU05686) gene showed significantly higher HSAF resistance (Figure 4A), indicating that these cell wall remodeling enzymes could be conceivable targets of HSAF.

Both *chs-9* and *chs-1* were annotated as chitin synthase-9 and chitin synthase-1 in *N. crassa* based on sequence alignment. The *gh16-5* was annotated as cell wall glucanase, however, the detail function of these genes in chitin synthesis and cell wall formation was not clear. CFW staining was therefore performed to test the effect of deletion of these genes on cell wall structure. The data shown in Figure 4B suggested that all of these genes’ deletion mutants displayed a similar cell wall structure as that in WT. Meanwhile, the effect of these genes in protoplasts’ regeneration was also tested, and the result showed that deletion of each of these genes did not affect protoplasts’ regeneration (data not shown). These data suggested that these cell wall remodeling enzymes did not play the key role in cell wall formation. However, it could be involved in the antimycotic process of HSAF.

### 3.4. The Interaction between HSAF and the Identified Cell Wall Related Enzymes above Played a Key Role in the Degradation of Cell Wall of N. crassa by L. enzymogens

It has been reported that HSAF plays a crucial role in the process of *L. enzymogens* infecting the plant pathogenic oomycete *Pythium aphanidermatum. L. enzymogens* mutants that lost the ability to produce HSAF are unable to adhere, penetrate and degrade the hyphae of *P. aphanidermatum* [10]. To elucidate the molecular mechanism of how *L. enzymogens* infects *N. crassa*, especially how HSAF interacted with the fungal cell wall, we co-cultured different *L. enzymogenes* mutants and *N. crassa* mutants and used scanning electron microscopy (SEM) to examine the change that occurred to the fungal cell wall. When *N. crassa* wildtype strain and *L. enzymogenes* wildtype strain were co-cultured for 5 h, *L. enzymogenes* could use specific proteins such as chitinases and other glycoside hydrolases to punch holes in the surface of *N. crassa*. However, when the *N. crassa* wildtype strain was co-cultured with a *L. enzymogenes* mutant, in which HSAF synthesis was blocked, *L. enzymogenes* was unable to punch holes anymore (Figure 5A), suggesting that HSAF is crucial for *L. enzymogenes* to penetrate the fungal cell. This observation result was consistent with that reported in *P. aphanidermatum* [10].

Considering that the *N. crassa* mutants ∆*chs-1*, ∆*chs-9* and ∆*gh16-5* showed higher HSAF resistance, to test whether a lack of these genes could affect the infection process, we consequently co-cultured each of these three mutants with the *L. enzymogenes* wildtype strain and the HSAF-nonproducing *L. enzymogenes* strain, respectively. SEM results (Figure 5B–D) showed that after 5 h of co-culture, the *L. enzymogenes* wildtype strain could adhere and aggregate onto the hyphae of all of these *N. crassa* mutants, however, no pores in the surface of these *N. crassa* deletion strains were observed. For the HSAF-nonproducing *L. enzymogenes* strain, as expected, it could not make any holes, as it interacted with *N. crassa* wildtype strains. Moreover, we were surprised to find that the number of cells that adhered to the hyphae of these *N. crassa* deletion mutants was significantly decreased compared to the interaction between the *L. enzymogenes* wildtype strain and *N. crassa* deletion mutants. However, this phenomenon was not observed in the physical interaction between the HSAF-nonproducing *L. enzymogenes* strain and *N. crassa* wildtype strain (Figure 5A). These data suggested that HSAF from *L. enzymogenes*, cell wall-related chitin synthase CHS-1 and CHS-9, as well as cell wall glucanase GH16-5 from *N. crassa* could be important factors associated with how *L. enzymogenes* breaks the protective barriers of *N. crassa,* which is the first step of the infection process. The absence of any of these factors would prevent *L. enzymogenes* from making holes in the surface of *N. crassa*, implying that the direct or indirect interaction between HSAF and these identified cell wall-related enzymes played a key role in the degradation of the cell walls of *N. crassa* by *L. enzymogenes.*

### 3.5. Weighted Gene Correlation Network Analysis (WGCNA) Revealed That HSAF Treatment Caused Autophagy-Mediated Degradation in N. crassa

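Over HSAF-5, HSAF-30 and HSAF-60, each compared with HSAF-0, 3260 different genes were called at least once without library I, and 3146 with all 12 libraries. At an adjusted p under 0.05 and without a fold limit, the union held 4911 genes without library I and 4656 with it. DESeq2 on all 12 libraries called 3824 genes at the first pair of thresholds. The union was lowest, at 304 genes, with limma on unfiltered log2(FPKM + 1), and leaving out single libraries gave between 2240 and 3454 genes.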

From the RNA-seq data analysis, a total of 4124 differentially expressed genes (DEGs) were identified when the simple pairwise comparisons between each time-point (5 min, 30 min and 60 min) of HSAF treatment versus standard no-treatment samples were analyzed (*p*-adj < 0.05) (Dataset S1). Weighted gene correlation network analysis (WGCNA) was further performed based on the above DEG analysis. Seven gene co-expression modules were generated after similar clusters were merged (Figure 6A). These co-expression modules were partially positively correlated with HSAF treatment and partially negatively correlated. Among them, the module ME11 had the highest degree of correlation in the positive correlation relationship (correlation coefficient = 0.72, *p* value = 0.009) (Figure 6A). There were three genes included in the module ME11 containing *atg3* (NCU01955), *atg5* (NCU04662), *atg12* (NCU10049). All of these three genes belonged to Atg8 ligase activity gene ontology term (GO:0019776) (Figure 6B), which may involve in autophagy degradation through interacting with Atg8. 

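In the NC12 annotation, NCU01955, NCU04662 and NCU10049 carry no other symbol than the locus tag. The modules were not rebuilt here, because the paper's text does not name the settings of the network. The count of atg3 ranged from 124 to 1430 per library, but that of atg5 from 4 to 61 and that of atg12 from 5 to 56, so counting error is large for both. Scaled by TMM, atg3 was at 75.9 ± 4.99 CPM (SD, n = 3 libraries) in HSAF-0, 91.4 ± 12.7 in HSAF-5, 180.3 ± 56.7 in HSAF-30 without library I (n = 2), 159.7 ± 53.5 with it, and 109.6 ± 15.6 in HSAF-60. The means of atg5 were 3.89 ± 1.38, 1.99 ± 0.802, 7.73 ± 0.971, 8.34 ± 1.27 and 4.75 ± 0.522 in the same order. Those of atg12 were 1.49 ± 0.545, 2.04 ± 1.17, 6.92 ± 3.54, 7.49 ± 2.69 and 3.76 ± 0.946. All 3 genes had their highest group mean in HSAF-30. At 30 min, the log2 fold change of atg3 against HSAF-0 was 1.25 without library I (standard error 0.27, adjusted p = 0.00193) and 1.08 with it (standard error 0.29, adjusted p = 0.00638), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For atg12 it was 2.27 without library I (standard error 0.59, adjusted p = 0.00601) and 2.34 with it (standard error 0.58, adjusted p = 0.00310), by the same edgeR test. For atg5 it was 1.04 and 1.11, which was not called (adjusted p = 0.0712 and 0.0488 in edgeR). Between HSAF-30 and HSAF-5, atg5 was called, with a log2 fold change of 1.91 without library I (standard error 0.48, adjusted p = 0.00999) and 1.99 with it (standard error 0.48, adjusted p = 0.00573), by the same edgeR test. That call was lost without D, E or G (1.89, 1.82 and 1.95), with the fit to only the 2 groups (2.14) and with the 3 settings of limma on FPKM (0.74, 1.77 and 0.74). The 3 further settings without the call, DESeq2 on only the 2 groups with and without library I (2.05 and 1.95) and library sizes of all features (2.18), were chosen after the results were seen. In that comparison atg3 and atg12 were not called with or without library I (0.81 and 1.93 with it, adjusted p = 0.0461 and 0.0202 in edgeR), while library size alone called atg3 (1.07), and DESeq2 (1.97) and TMM without H (2.23) called atg12. With rescaled FPKM, also chosen after the results were seen, limma called all 3 genes there (1.03, 1.42 and 1.62 for atg3, atg5 and atg12). In each gene, all 3 HSAF-30 libraries lay above all 3 HSAF-0 libraries. The call of atg3 was lost when A, B, C or G was left out (log2 fold changes 1.06, 1.15, 1.13 and 0.77), and with upper quartile factors (0.79), library size alone (0.83), the fit to only the 2 groups (1.18) and the 3 settings of limma on FPKM (0.34, 0.32 and 0.34). That of atg12 was lost without C (2.03) or G (2.06), and with library size alone (2.11) and the 3 settings of limma on FPKM (0.88, 1.55 and 0.88). With library sizes of all features, a setting chosen after the results were seen, both calls were lost (0.76 and 1.92). At 5 min, the log2 fold changes with 12 libraries were 0.27 for atg3, -0.87 for atg5 and 0.42 for atg12 (adjusted p = 0.538, 0.209 and 0.659 in edgeR), and at 60 min 0.53, 0.33 and 1.37 (adjusted p = 0.202, 0.626 and 0.0866). No call was made at either time. With library size alone, the values of atg3 and atg12 at 5 min were -0.24 and -0.066. In HSAF-60 the 3 genes were lower than in HSAF-30 without a call, with log2 fold changes of -0.55, -0.79 and -0.98 (adjusted p = 0.141, 0.155 and 0.145 in edgeR).

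**Figure D4:**
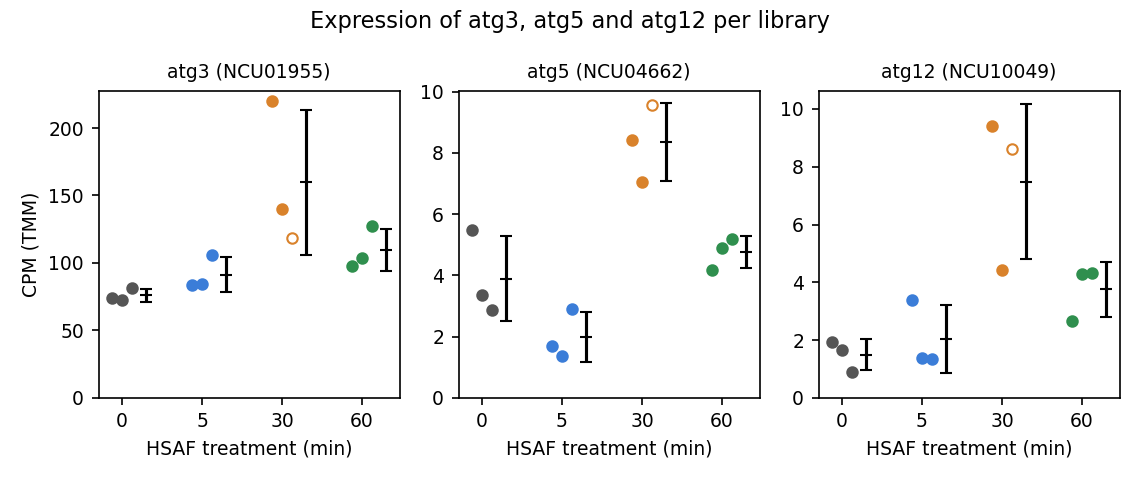
CPM after TMM scaling (vertical axes) of atg3, atg5 and atg12 in each library, against the time of HSAF treatment in minutes (horizontal axes). Points are libraries, the open point is library I, and bars are the mean and SD of 3 libraries. The HSAF-30 mean of atg12 is 7.49 with all 3 libraries, against 1.49 in HSAF-0.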

In yeast and mammalian cells, ATG8 (autophagy-related 8) is a distinctive ubiquitin-like protein tightly binding with lipid phosphatidylethanolamine (PE). Atg8-PE recognizes the Atg8-family interacting motif in cargos and promotes autophagosome biogenesis to result in autophagy-mediated degradation [26]. In the process of autophagy, ATG3 acts as an E2 ubiquitin-like conjugating enzyme in the ATG8 binding system, helping to extend the phagocytic cells [27]. The combination of ATG12 and ATG3 regulates mitochondrial homeostasis and cell death [28]. The ATG12-ATG5/ATG16 complex contributes to form the autophagosome membrane and modulates the immune system and crosstalks with apoptosis [29].

To further prove that HSAF treatment triggered the autophagy pathway in *N. crassa*, we then observed the structure of autophagy-related organelles including endoplasmic reticulum (ER), the Golgi apparatus and the nucleus. We used a *N. crassa* strain containing GFP-tagged NCA-1 protein, which is an ER marker protein, to observe the structure of ER [23]. A *N. crassa* strain containing GFP-tagged VRG-4 protein, which is a Golgi marker protein, was used to observe the structure of the Golgi apparatus [24]. DAPI staining was used to observe the structure of the nucleus. Using confocal microscopy, we examined the change in these organelles before and after HSAF treatment. The results demonstrated that the abundance of ER and Golgi apparatus dispersed in the hyphae were significantly decreased in HSAF-treated hyphae compared to the NO-HSAF treated control (Figure 6C,D), indicating that HSAF treatment may lead in part to a degradation of the ER and Golgi. For the nucleus, without HSAF treatment, multiple nuclei were observed to disperse in the whole mycelium, however, after HSAF treatment, no nuclei were observed in the mycelium (Figure 6E), suggesting that HSAF treatment resulted in the degradation of nuclei.

Based on the Atg8-family interacting motif analysis, 58 other co-occurring gene ontology terms were identified (Table S1). It is noteworthy that a gene ontology term (GO:0044804) concerning nucleophagy was included in these ontology terms, implying a possibility that HSAF treatment could result in autophagy-mediated nucleus degradation in *N. crassa*. Together with confocal microscopy observation data, we speculated that HSAF treatment would cause autophagy, especially nucleophagy, and eventually result in cell death.

## 4. Discussion

Pathogenic fungi could cause disease in plants, animals and humans, and threaten food security, biodiversity and health [30]. However, due to the similar eukaryotic features between pathogenic fungi and their host, the number of antifungal drugs developed for the treatment of invasive fungal infections is quite limited compared to those available to treat bacterial infections. Currently, the target of commercially available antifungal drugs is mainly focused on a certain component of the cell membrane or cell wall of fungal cells, although new antifungal targets involved in other basic eukaryotic processes including fatty acid, ergosterol and ribosome biosynthesis have been investigated [31]. Considering that an antifungal drug must be an agent that selectively removes fungal pathogens from a host with minimal harmfulness to the host, elucidation of the mode of action of a potential antifungal compound is very important for their commercial application. It is clear that basic research on the discovery and the interaction mechanism of new antifungal drugs is needed.

The Gammaproteobacterial genus *L. enzymogenes* has obvious antagonistic effects on many microorganisms and has great potential application in agricultural, environmental and pharmaceutical industries [32]. HSAF, the secondary metabolite of *L. enzymogenes*, is known to have antifungal effects. Though great efforts have been made to investigate the mode of action of HSAF, the specific antifungal mechanism of HSAF has been still unclear due to the lack of molecular, genetic and biochemical techniques developed for most studied fungi. In this study, we used the model filamentous fungus *N. crassa* to investigate the antifungal mechanism of HSAF. Similar to the phenotype observed in *A. nidulans* [16] and *C. albicans* [18], HSAF significantly inhibited the germination of *N. crassa* conidia, as well as the aerial hyphae growth in a dose-dependent manner (Figure 1), suggesting that *N. crassa* would be a good model to study the antifungal mechanism of HSAF.

Comprehensive transcriptome analysis combined with microscopy observation showed that HSAF treatment led to increased expression of about 36 cell wall-related genes including seven chitin synthase genes and thicker cell walls (Figure 2). 

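The paper's Dataset S1, in the part that could be read, annotates 8 of the 36 genes with chitin synthase in some form. It names 5 of them chitin synthase (NCU03611, NCU04251, NCU09324, NCU04352 and NCU04350) and 3 an activator or regulator of it (NCU02592, NCU09322 and NCU02351). Between HSAF-30 and HSAF-0, the log2 fold change of chs-3 (NCU04251) was 5.01 without library I and 4.94 with it (adjusted p = 2.03e-07 and 1.16e-07), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For chs-4 (NCU09324) it was 2.49 and 2.41 (adjusted p = 8.19e-06 and 7.97e-06), and for chs-5 (NCU04352) 1.83 and 1.82 (adjusted p = 0.000998 and 0.000524), by the same edgeR test. NCU04350 had 2.13 and 2.22, NCU09322 had 4.30 and 4.40, and NCU02351 had 3.34 and 3.22, all called. In each of these 6 genes, all 3 HSAF-30 libraries lay above all 3 HSAF-0 libraries. On log2(FPKM + 1), the calls of chs-4 (1.53) and chs-5 (0.93) were lost, in the same direction. At 5 min, chs-3 (1.76), chs-4 (1.85), chs-5 (1.68), NCU09322 (1.43) and NCU02351 (2.31) were called higher with all 12 libraries. NCU04350, at 1.24, was not (adjusted p = 0.0532 in edgeR). The call of NCU09322 at 5 min was lost with upper quartile factors, with library size alone and without any 1 of A to F or K. That of chs-5 at 5 min was lost with library size alone and without A, B, C or D. On log2(FPKM + 1), none of these genes was called at 5 min. A further gene with a chs symbol in the NC12 annotation, chs-6 (NCU05268), is not in the list of Fig. 2A. Its log2 fold change at 30 min was 0.0078 without library I and 0.45 with it (adjusted p = 0.994 and 0.549 in edgeR), at 2.89 ± 1.07 CPM (SD, n = 3) in HSAF-0. No difference was detectable at this depth.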

The hyper-accumulation of chitin in the cell wall is a common compensatory response to cell stress in many fungal species, such as *Kluyveromyces lactic* [33], *Aspergillus niger* [34], *Candida albicans* [35] and *Saccharomyces cerevisiae* [36]. In addition to *N. crassa* in our study, similar cell wall thickening caused by HSAF has also been observed in other fungal species including *Fusarium graminearum* [37], *A. nidulan* [16], *Bipolaris sorokiniana* and *Cryptococcus neoformans* [38], which indicates that enhanced cell wall synthesis is a general reaction to HSAF treatment for fungal species. It has been reported that amphotericin B (AmB)-tolerant *Candida tropicalis* isolates showed an enlarged cell wall and higher levels of β-1, 3-glucan in the cell wall, compared to the isolates of regular susceptibility [39]. In addition, higher β-D-glucan composition has also been found in AmB-resistant *Aspergillus flavus* isolates [40]. These reports suggested that enhanced cell wall synthesis was related to antifungal resistance, indicating that HSAF treatment could promote an antifungal resistance response in fungal cells.

Systematic mutants screening based on RNA-Seq analysis revealed that cell wall-related genes *chs-1*, *chs-9* and *gh16-5* played a negative role in the HSAF resistance, deletion of any of these genes led to an improvement in the HSAF resistance of *N. crassa* (Figure 4A), indicating that these genes could be related to the potential target of HSAF. Both *chs-1* and *chs-9* are chitin synthase encoding genes, and may be involved in cell wall synthesis. In theory, deletion of these genes should result in reduced HSAF resistance, which is contradictory to our results. Further investigation of the function of these genes showed that the lack of any of these genes did not affect the cell wall structure (Figure 4B), which could interpret our contradictory results shown in Figure 4A. Further SEM observation of the physical interaction between *L. enzymogenes* and *N. crassa* demonstrated that *L. enzymogenes* wildtype strains could adhere, aggregate and ultimately make pores in the surface of *N. crassa* wildtype strains (Figure 5). The HSAF no-producing *L. enzymogenes* mutants lost the ability to punch holes in the surface of any *N. crassa* strains, although these HSAF no-producing *L. enzymogenes* mutants could adhere and aggregate on the surface of *N. crassa* wildtype strains (Figure 5). On the other hand, *L. enzymogenes* wildtype strains could adhere and aggregate on the surface of any *N. crassa* strains, however, they were able to only punch holes in *N. crassa* wildtype strains (Figure 5). Moreover, HSAF no-producing *L. enzymogenes* mutants even lost the ability to aggregate on the surface of ∆*chs-1*, ∆*chs-9* and ∆*gh16-5 N. crassa* mutants. These data suggested that HSAF from bacteria, enzymes encoding by *chs-1*, *chs-9* and *gh16-5* genes from fungi are all required in the infection process, implying a possibility that the HSAF target may be related to fungal cell wall. The lack of a cell wall in mammalian cells and the different cell wall composition between fungal cells and plant cells make fungal cell walls an attractive target for development of antifungal agent. Although the interaction detail between HSAF and the fungal cell wall still needs to be investigated, our data so far supports that HSAF could be safe for humans or animals.

WGCNA analysis of the RNA-Seq data revealed that HSAF treatment caused upregulation of the genes associated with autophagy, especially nucleophagy, over time. 

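The relation to treatment time was computed here for log2 CPM of atg3, atg5, atg12 and their first principal component. Pearson's coefficient is given. The p-values come from permutation tests with 100000 permutations and were adjusted by the Benjamini-Hochberg method over 8 relations, of which the 4 with Pearson's coefficient are reported in full. The other 4 used the ranks of the values. With all 12 libraries, their coefficients were 0.713 for atg3, 0.410 for atg5, 0.648 for atg12 and 0.669 for the component (permutation tests, adjusted p = 0.0798, 0.195, 0.0798 and 0.0798). For atg3, the coefficient of the ranks passed an adjusted p of 0.05 without J (0.0345) or K (0.0386), by the same test. Without J, those of atg12 and the component passed too (both 0.0454). With library size alone, those of atg3, atg12 and the component passed (0.0385, 0.0382 and 0.0385), and on log2(FPKM + 1) that of atg12 (0.0395). In the other settings run, no coefficient of the ranks passed. The absence of a relation can thus not be read from the 4 with Pearson's coefficient. The libraries of one time point share one value on the time axis. Without library I (n = 11), Pearson's r was 0.484 for atg3 (p = 0.131, adjusted 0.149), 0.498 for atg5 (p = 0.118, adjusted 0.149), 0.610 for atg12 (p = 0.0481, adjusted 0.0840) and 0.591 for the first principal component (p = 0.0525, adjusted 0.0840), in permutation tests. With all 12 libraries, r was 0.489, 0.477, 0.572 and 0.570 (permutation tests, p = 0.103, 0.117, 0.0539 and 0.0529, adjusted 0.133, 0.133, 0.0862 and 0.0862). None of the 4 relations with Pearson's coefficient passed an adjusted p of 0.05 in either set. The libraries farthest from the median time are those at 60 min. With each pair of them left out from the 12 libraries, r lay between 0.538 and 0.708 for atg3, 0.511 and 0.587 for atg5, 0.572 and 0.708 for atg12, and 0.602 and 0.742 for the component. In the 9 treated libraries alone, r was 0.225 for atg3, 0.533 for atg5, 0.379 for atg12 and 0.415 for the component (exact permutation tests, p = 0.595, 0.144, 0.298 and 0.264). In the 7 libraries with under 50% of their counts on newGene_189 and newGene_190, r was 0.408, 0.515, 0.596 and 0.521 (exact permutation tests, p = 0.367, 0.230, 0.164 and 0.229). In the other 5 libraries, r was 0.756, 0.471, 0.600 and 0.681 (exact permutation tests, p = 0.133, 0.400, 0.300 and 0.217). When the counts were scaled by library size alone, r was 0.764 for atg3, 0.651 for atg12 and 0.692 for the component, and these passed that threshold (permutation tests, adjusted p = 0.0382, 0.0385 and 0.0382). On log2(FPKM + 1), r was 0.737 for atg12 and passed it too (permutation test, adjusted p = 0.0395). The gene atg-8 (NCU01545) was called higher at 30 min than in HSAF-0, with a log2 fold change of 2.14 without library I and 2.11 with it (adjusted p = 0.000772 and 0.000430, edgeR's quasi-likelihood test). It had a log2 fold change at 60 min of 1.20 with and without library I (adjusted p = 0.0273 without it and 0.0334 with it, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 HSAF-60 libraries above all 3 HSAF-0 libraries. The change at 60 min was not called in edgeR with TMM on all 4 groups. It was called in DESeq2 (1.22, adjusted p = 0.00924) and in edgeR with only the 2 groups (1.26, adjusted p = 0.00643). Its mean in HSAF-30, 2832 CPM without library I and 2771 ± 1385 (SD, n = 3) with it, was above that in HSAF-60, 1479 ± 517, without a call between both (log2 fold change -0.91, adjusted p = 0.0697 in edgeR).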

Confocal microscopy observation of the structure of autophagy-related organelles ER and Golgi apparatus, as well as nuclei, further confirmed that autophagy was involved in the stress response to HSAF treatment (Figure 6). In response to devastating stimuli, living cells will undergo a genetic program known as programmed cell death (PCD) to ultimately lead to death. This suicide process can take several forms including apoptosis, necrosis and autophagy, each of which exhibits typical characteristics. These processes are usually interchangeable and sometimes difficult to distinguish [41]. Our data suggested that autophagy participate in HSAF caused cell death in *N. crassa.*

In conclusion, our results suggested that HSAF might interact with the fungal cell wall to assist *L. enzymogenes* in entering the fungal cells, thereby releasing more HSAF to cause autophagy-mediated degradation and eventually lead to fungal cell death. The findings of this study provided new perceptions about how *L. enzymogenes* interacted with its fungal prey and ultimately kill it.

## Figures and Tables

**Figure 1:**
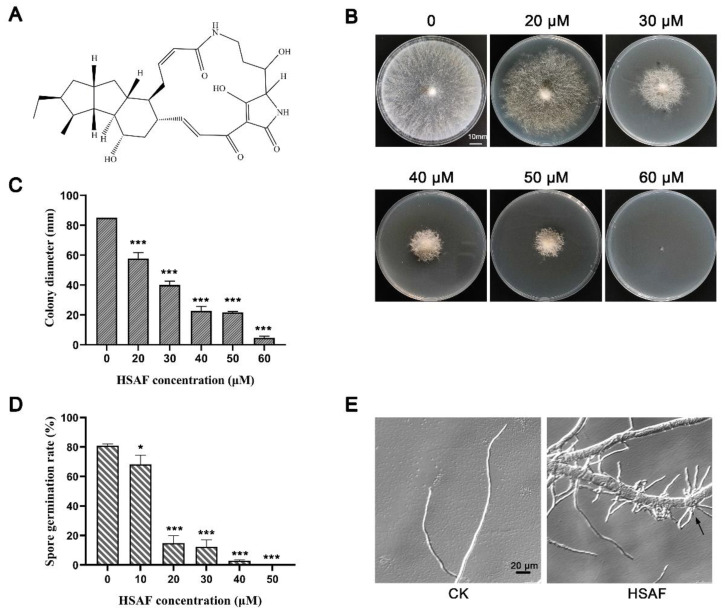
HSAF caused growth defect in *N. crassa*. (**A**) Chemical structure of HSAF; (**B**) Growth of *N. crassa* on Vogel’s plates supplemented with HSAF (0, 20, 30, 40, 50, 60 µM) for 36 h. Images show the results of one out of three experiments, and the statistical analysis of colony diameter is shown in (**C**); (**D**) Germination rate of *N. crassa* under HSAF treatment. Asterisks indicate significant differences (*, *p* < 0.05; ***, *p* < 0.001); (**E**) Microscopic morphology of *N. crassa* grown on Vogel’s media without (CK) or with 30 µM HSAF treatment (HSAF) for 6 h. The black arrow indicates the hyper-branch.

**Figure 2:**
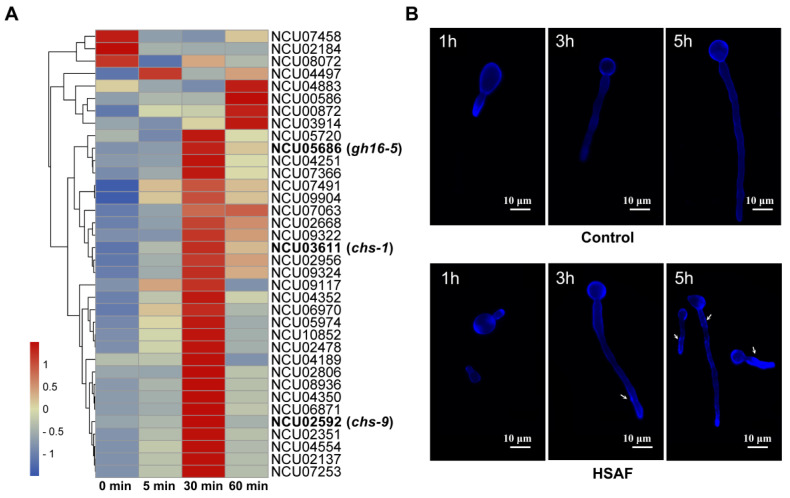
The effect of HSAF treatment on the formation and remodeling of cell wall. (**A**) The heat map of DEGs related to fungal-type cell wall organization. The heat map was constructed by R software pheatmap package with the original FPKM value of each gene; (**B**) Microscopic morphological characteristics and cell wall staining by CFW at different time of spore germination (1 h, 3 h, 5 h). The arrows indicate the regions with the thickened cell wall. Images show the results of one out of three replicates.

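The deposited FPKM values are scaled to the total count of a library, which includes newGene_189 and newGene_190. The FPKM of the NCU genes therefore add up to 31420 in library I and 405219 in library L. Within HSAF-0 they add up to 101638 in A, 301146 in B and 349742 in C. Values of a gene can be compared between libraries in this unit only after these sums are taken into account.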

**Figure 3:**
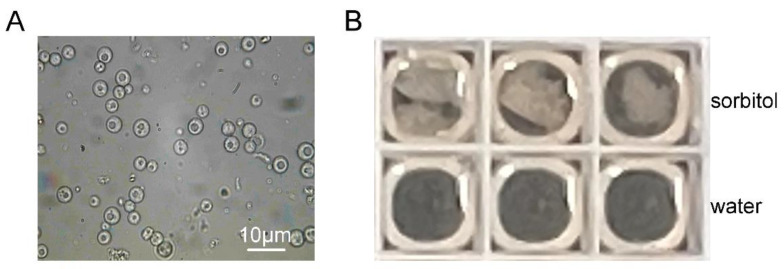
HSAF does not affect protoplast regeneration. (**A**) Protoplasting of *N. crassa*; (**B**) Protoplast regeneration tests with protoplasts suspended in sorbitol or distilled water. 10^6^/mL protoplasts were inoculated into Vogel’s media supplemented with 1 M sorbitol and 30 μM HSAF.

**Figure 4:**
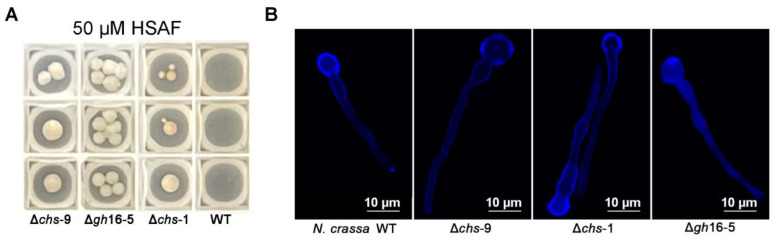
Deletion of gene *chs-9*, *gh16-5,* or *chs-1* in *N. crassa* increased the HSAF resistance. (**A**) Growth phenotype of the indicated mutants and wildtype of *N. crassa* on Vogel’s media with 50 μM HSAF; (**B**) CFW staining of cell wall of wildtype and the indicated mutants of *N. crassa*. Images show the results of one out of three replicates.

**Figure 5:**
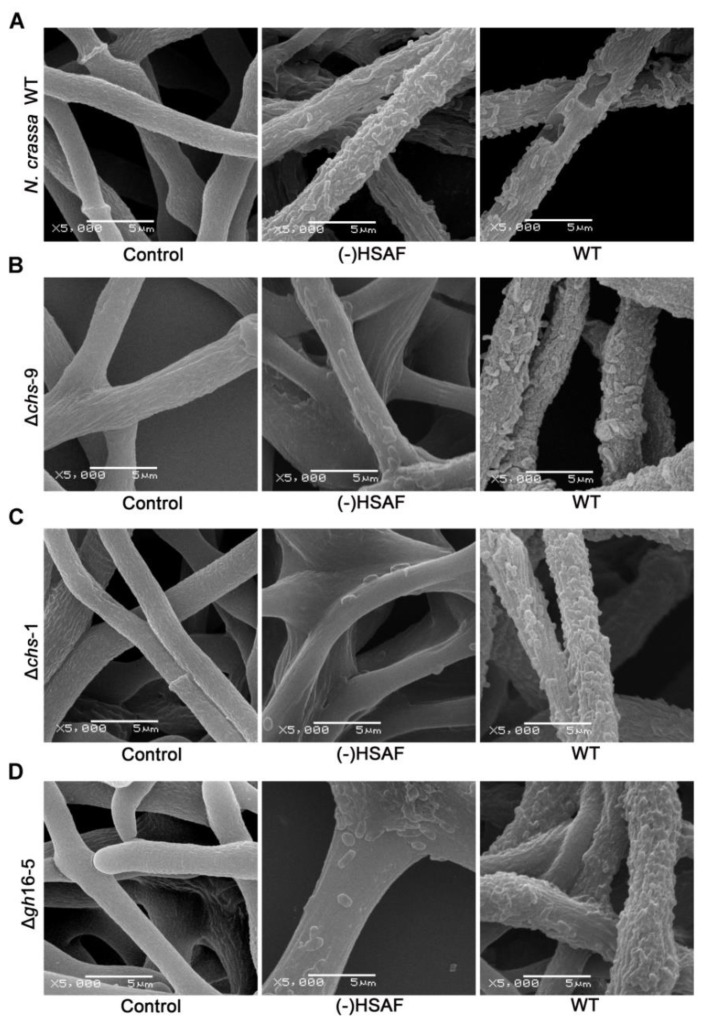
Physical interactions between different *L. enzymogenes* mutants and *N. crassa* mutants. (**A**) *N. crassa* WT; (**B**) *N. crassa* Δ*chs*-9 mutant; (**C**) *N. crassa* Δ*chs*-1 mutant; (**D**) *N. crassa* Δ*gh16-5* mutant interacted with *L. enzymogenes* strains. Control indicates growth of *N. crassa* alone, WT indicates *L. enzymogenes* wildtype strain and (-)HSAF indicates no-producing HSAF *L. enzymogenes* strain. Images show the results of one out of three replicates.

**Figure 6:**
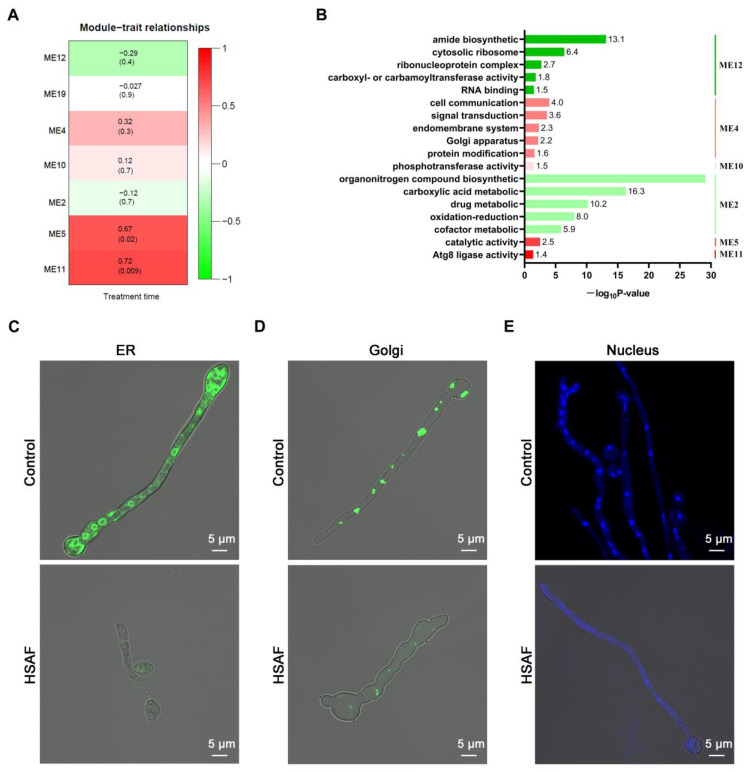
HSAF treatment may trigger autophagy-mediated degradation in *N. crassa*. (**A**) Correlation heat map of Modules and HSAF; (**B**) Functional category of DEGs in different modules; (**C**) Confocal microscopy of cellular morphology from germlings containing sGFP-tagged NCA-1 (ER marker); (**D**) Confocal microscopy of cellular morphology from germlings containing sGFP-tagged VRG-4 (Golgi marker); (**E**) Confocal microscopy of cellular morphology from germlings stained with DAPI. The germlings were grown in Vogel’s medium supplemented with 30 μM HSAF for 5 h. Images show the results of one out of three replicates.

## Data Availability

The RNA-seq raw data is available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series GenBank accession NO: GSE195441.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof8030252/s1, Dataset S1: All transcriptome analysis data; Figure S1: Principal-component analysis (PCA) and Euclidean distance analyses of the 12 sets of RNA-seq data; Figure S2: GO enrichment of Biological Process of upregulated DEGs. (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30; Figure S3: GO enrichment of Cellular Component of upregulated DEGs. (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30; Figure S4: GO enrichment of Molecular Function of upregulated DEGs. (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30; Figure S5: GO enrichment of Biological Process of downregulated DEGs. (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30; Figure S6: GO enrichment of Cellular Component of downregulated DEGs. (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30; Figure S7: GO enrichment of Molecular Function of downregulated DEGs (A) HSAF-5 vs. HSAF-0, (B) HSAF-30 vs. HSAF-0, (C) HSAF-60 vs. HSAF-0, (D) HSAF-30 vs. HSAF-5, (E) HSAF-60 vs. HSAF-30.

How the deposited data were processed for this re-analysis (not part of the article)

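RNA-seq libraries of N. crassa were compared after 0, 5, 30 and 60 min of treatment with HSAF, with 3 libraries per time point. The authors trimmed the reads with Trimmomatic, counted them on annotated genes and on 1680 features named newGene, and deposited the counts and the FPKM of each library. The aligner, the counting program, the genome build and the definition of the newGene features are not given in the sources used here. The paper's methods name DESeq2 for differential expression and WGCNA for the network, without the settings of the modules in the text.

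Conditions were taken from the sample labels. The letters of the libraries do not pair replicates across groups. No paired analysis was possible because the libraries are lettered A to L without a replicate number shared between time points. The paper names 2 sequencing platforms without assigning libraries to them, so batches could not be modelled.

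Counts of the 9729 NCU genes were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled with TMM factors computed on the NCU genes. The function filterByExpr, with a minimum count of 10, kept 7582 genes. A quasi-likelihood model with 1 term per time point was fitted to the 12 libraries, with a common dispersion of 0.126. Its log2 fold changes used edgeR's default prior count. A prior count of 2 was used for the log2 CPM values and the medians over all tested genes. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.01 and an absolute log2 fold change of at least 1. Standard errors were obtained from the log2 fold change and the F statistic of the test. A fit without library I kept 7788 genes. DESeq2 1.42.0 and limma 3.58.1 served for alternatives. Distances, permutation tests and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

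The thresholds, the lists of genes, the comparisons and most of the alternatives were set before the data were examined. The alternatives set then were DESeq2 size factors in edgeR, upper quartile factors, library size alone, DESeq2, no filter on low counts, a fit to only the 2 groups compared, limma on log2(FPKM + 1) with genes at an FPKM of at least 1 in 3 libraries, a pseudocount of 0.1, no filter on FPKM, an adjusted p under 0.05 without a fold limit, a test against a fold change of 1.5 (glmTreat), and leaving out each library in turn. Chosen after seeing the data were TMM and library size on all deposited features, the share of newGene_189 and newGene_190 as a covariate, FPKM rescaled to the counts on NCU genes, DESeq2 on only the 2 groups compared with and without library I, and correlations in the libraries with a low and with a high share. The decisions to test the NCU genes alone and to give values without library I first were also taken after the data had been seen. With all deposited features in a TMM fit, the 5 comparisons called 934, 2598, 1025, 1314 and 2055 NCU genes, in the order in which they are reported.

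Genes were named by a rule: every gene of Fig. 2A in the tally, the genes named in the paper's text, the chs and atg genes and the markers of the endoplasmic reticulum and Golgi by reference symbol, and for each comparison with HSAF-0 the 2 genes with the largest increase and the 2 with the largest decrease among called genes with an average log2 CPM of at least 5 and no overlap between the replicates of the 2 groups. Values of part of these genes in the paper's tables had been read before the rule was written. Set tests on cell wall and autophagy genes had been planned by product name, but the reference gives symbols without product names, so these tests were not run. Gene Ontology enrichment, the network modules and the functional classification were not repeated. The parts of the supplementary tables that could be read held the first 1999 genes of the expression table and the first 1350 genes of the table of HSAF-5 against HSAF-0.

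Total counts per library lay between 11517462 and 15698448, of which 790513 to 11265740 fell on NCU genes. At the low end, in library I, 4195 genes had at least 10 counts, against 7686 in library J, so small changes of weakly expressed genes may have been missed. The replicate libraries were checked for duplicated counts, and none was found.

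The edgeR test was tested on simulated data with the depths of these libraries, in which 200 genes were changed. It called 132, 132 and 148 of them for 5, 30 and 60 min against HSAF-0, with 0, 2 and 1 unchanged genes called. DESeq2 called 78.5%, 82.0% and 81.5% of the changed genes, with 9, 10 and 7 unchanged genes called. Limma called 62.5%, 63.5% and 71.0%, on log values of the simulated counts scaled to the totals of the simulated genes. The simulation held NCU genes alone. It lacked newGene_189 and newGene_190, which count towards the totals of the deposited FPKM. These limma shares therefore do not show how many changed genes limma finds on the deposited FPKM.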

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

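The tests of the newGene features, of random groupings, of opposite directions, of the share as a covariate and of library sizes of all features were chosen only after the results had been seen, while the calls in each comparison of genes, the other scalings, DESeq2 and leaving out library I were planned.

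Signal appeared in features that the paper's text and the readable part of its Dataset S1 do not report on. Of the 1680 newGene features, 676 had enough counts for the test, and 184 were called in at least 1 comparison with HSAF-0. These were 83 at 5 min (80 higher), 137 at 30 min (117 higher) and 75 at 60 min (72 higher), in edgeR with the thresholds used for the genes. In random groupings of the 12 libraries into groups of 3, 1 of 100, the real one, gave as many, and the highest number in the others was 86. A grouping at random as the origin of the number can thus be excluded. Library I as the whole origin is argued against as well, since 171 of the 184 features were called without it, among 197 in all. The choice of the scaling stays open in part. With DESeq2 size factors 176 of the same features were called and with upper quartile factors 160, but with library size alone only 68 (of 70). How many features are higher therefore cannot be told apart from the scaling. The 2 most abundant features, newGene_189 and newGene_190, are not among those called. Their log2 fold changes were 0.57 and 0.80 at 5 min, 1.69 and 1.26 at 30 min, and -1.02 and -1.20 at 60 min, with adjusted p between 0.197 and 0.718 in edgeR. Neither sequences nor positions of the newGene features are given. Reads shared with paralogs, unannotated ends of genes, another organism or a difference of the strain from the reference were therefore not tested. A difference between the 2 sequencing instruments cannot be told apart either, since no library is assigned to one. Transcripts outside the annotation that follow the treatment remain as 1 open hypothesis.

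A difference between time points appeared in 18 genes, which were called in opposite directions at 30 and 60 min against HSAF-0. In each of them the difference between HSAF-60 and HSAF-30 was itself tested and called in edgeR. A large difference followed from choosing genes called in opposite directions, so these calls are no separate evidence. Of these genes 8 were higher at 30 min and lower at 60 min, and 10 the reverse. Examples, chosen after their values were seen, are NCU06983 (log2 fold changes 2.54 and -1.62), NCU04360 (2.44 and -1.51), NCU09533 (-4.24 and 2.36) and NCU05188 (-3.85 and 2.05). In 1 of 100 random groupings, the real one, the number was as large, so a random grouping as its origin can be excluded. The other groupings called a median of 0 genes over the 3 comparisons with HSAF-0. They could thus hardly give opposite calls, and this test says nothing about a reversal itself. Against the choice of scaling as the whole origin, 18, 13 and 12 of the same genes were called so with DESeq2 size factors, upper quartile factors and library size alone, the smallest being 12. With DESeq2 all 18 were found among 46 and with the share of newGene_189 and newGene_190 as a covariate 14 among 18. With library sizes of all features edgeR called 0 such genes. At an unadjusted p under 0.05 that setting gave 51, with 9 of the 18 among them, and all 18 kept their opposite signs. Against library I as the whole origin, 15 of the 18 were found without it, among 32. A difference between sequencing instruments, or between libraries prepared at different times, cannot be told apart from the groups. A response that changes direction between 30 and 60 min is the biological hypothesis that the design offers, and it remains open, since it was found and tested on the same libraries.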

How the results depend on the processing

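The tests under the settings with all deposited features, with the share of newGene_189 and newGene_190 as a covariate, with rescaled FPKM, with DESeq2 on only the 2 groups compared and with libraries of a low or a high share were chosen only after the results had been seen. The other settings were planned.

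The numbers of called genes were within 1.5-fold of the values with 12 libraries in 70 of the 115 alternatives tried over the 5 comparisons. These include DESeq2 size factors, upper quartile factors, library size alone, DESeq2 on 12 libraries, the fit without a filter, TMM on all features and the covariate in every comparison. For HSAF-5 against HSAF-0 the number was 909. With only the 2 groups in the fit it was 1389, with DESeq2 on only the 2 groups 1541 with and without library I, and at an adjusted p under 0.05 without a fold limit 1654. With limma on FPKM it was 42 with a pseudocount of 1, 63 with 0.1 and 1 without a filter, and 40 with library sizes of all features. For HSAF-30 against HSAF-0 the same limma settings gave 451, 602 and 92 in place of 2602, and library sizes of all features 452. For HSAF-60 against HSAF-0, with 979, they gave 385, 316, 230 and 244. There the fit to 2 groups gave 1507, DESeq2 on 2 groups 1822, the looser threshold 1838 and glmTreat 621. For HSAF-30 against HSAF-5, with 1276, limma on FPKM gave 75, 88 and 3, library sizes of all features 77, the fit to 2 groups 725, the looser threshold 2301 and glmTreat 733. For HSAF-60 against HSAF-30, with 2059, the values in the same order were 762, 726, 461, 389, 1246 and 3212, and glmTreat stayed within 1.5-fold. A looser threshold calls more genes and a stricter test fewer by construction. For the fits to 2 groups, the cause was not tested.

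The union of the 3 comparisons with HSAF-0 was within 1.5-fold of 3146 in 25 of 29 alternatives. It was 762, 814 and 304 with limma on FPKM and 601 with library sizes of all features. When the FPKM were rescaled to the counts on NCU genes, limma called 1211, 2869, 1114, 1426 and 2370 genes in the 5 comparisons and 3592 in the union, so the low numbers went with the inclusion of newGene_189 and newGene_190 in the totals.

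Of the 36 genes of Fig. 2A, 22 were called higher at 5 min, 27 higher at 30 min, and 19 lower at 60 min than at 30 min. Limma on FPKM called 2, 2 and 0 at 5 min (10 higher at an unadjusted p under 0.05 for the setting without a filter), and 8, 8 and 1 at 30 min, with pseudocounts of 1 and 0.1 and without a filter. From 30 to 60 min it called 0 lower in each of these settings, with 3, 0 and 2 lower at an unadjusted p under 0.05. Library sizes of all features gave 2, 8 and 0 in edgeR, the last with 3 at an unadjusted p under 0.05. With rescaled FPKM, limma called 17, 25 and 13, and DESeq2 called 26, 27 and 21. Over the 3 counts, with 21 alternatives each, 51 of the 63 values stayed within 1.5-fold.

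Of the 306 alternatives for the log2 fold changes of chs-9, chs-1, gh16-5, atg3, atg5 and atg12, 240 left the direction and the call as they were. The call was lost in 45, made in 4 and the direction reversed in 17. For chs-9 at 5 min, not called at 1.78, DESeq2 (1.73), no filter (1.77) and the fit to 2 groups (1.79) made a call. At 30 min its call was lost with limma on FPKM (2.01, 2.46 and 2.01 for the pseudocounts of 1 and 0.1 and without a filter) and library sizes of all features (2.93). So was that from 30 to 60 min (-1.46, -1.67, -1.46 and -2.13). For chs-1 the same 4 settings lost the call at 5 min (1.58, 1.66, 1.58 and 1.63) and at 30 min (2.13, 2.21, 2.13 and 2.48). From 30 to 60 min its call was lost with library size alone (-0.80), the fit to 2 groups (-1.11) and library sizes of all features (-0.18), and limma on FPKM reversed it (0.15, 0.16 and 0.15). For gh16-5 the call at 30 min was lost in the 4 settings (1.55, 1.59, 1.55 and 2.13), and limma on FPKM reversed the change from 30 to 60 min, which was not called (0.19, 0.22 and 0.19).

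For atg3 at 5 min, where no call was made, the direction reversed with library size alone (-0.24), limma on FPKM (-0.43, -0.45 and -0.43) and library sizes of all features (-0.47). Its call at 30 min was lost with upper quartile factors (0.79), library size alone (0.83), the fit to 2 groups (1.18), limma on FPKM (0.34, 0.32 and 0.34) and library sizes of all features (0.76). For atg12 at 5 min, also without a call, the direction reversed with library size alone (-0.066), limma on FPKM (-0.12, -0.30 and -0.12) and library sizes of all features (-0.38). At 30 min its call was lost with library size alone (2.11), limma on FPKM (0.88, 1.55 and 0.88) and library sizes of all features (1.92). The 3 log2 fold changes of atg5 against HSAF-0 kept their direction and stayed without a call in all alternatives run. For these changes of single genes, the cause was not tested.

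Among the other named genes, 247 of 268 alternatives left direction and call as they were, 15 lost a call and 5 made one. The direction of chs-6 at 30 min, not called at 0.45, reversed with limma on unfiltered FPKM (-0.059), and the cause was not tested. The increases of NCU09567, NCU05131, NCU00855 and NCU06792 and the decreases of NCU00715, NCU02526, NCU06911 and NCU08228 were called in every alternative run for them. The calls of NCU05351 and NCU09627 were lost with limma on unfiltered FPKM, and those of NCU04502 and NCU04909 in the 3 settings of limma on FPKM.

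The median log2 change of all tested genes depended on the scaling by construction. At 5 min it was -0.15 with TMM, and -0.19 with DESeq2 size factors, -0.38 with upper quartile factors, -0.61 with library size alone, -0.12 without a filter and -0.80 with library sizes of all features. At 30 min it went from -0.28 to -0.53 with upper quartile factors and -0.87 with library sizes of all features. At 60 min it was -0.0016, and in the order given for 5 min 0.026, -0.14, 0.14, 0.024 and 0.57.

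The ratio of distances within and between groups was past its threshold in 17 of 18 alternatives, and was lost on FPKM without a logarithm (0.933), where the cause was not tested. The difference between the distances of HSAF-5 to HSAF-0 and to HSAF-30 stayed negative in all 18. Its permutation test cannot give a p under 0.1 with these libraries, so it says nothing about a difference from 0. Without library I the difference was -1.74, and all other settings kept that library. The mean distances between groups also hold the spread within groups. That spread was wider in HSAF-30 (121, and 92.3 without library I) than in HSAF-0 (56.3). None of the 4 Pearson correlations with time had passed an adjusted p of 0.05 with 12 libraries. Library size alone made atg3 (0.764), atg12 (0.651) and the first component (0.692) pass it, and log2(FPKM + 1) made atg12 pass (0.737). The cause was not tested.

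With single libraries of the groups compared left out (any of the 12 for the union, the distances and the correlations), the group concerned keeps 2 libraries in a fit that pools the spread of all groups. The called genes then ranged from 568 to 690 for HSAF-5 against HSAF-0 (576, 601 and 568 without A, B and C, the values over 1.5-fold lower). They ranged from 1945 to 2712 for HSAF-30 and from 508 to 1093 for HSAF-60 against HSAF-0 (575, 578, 508, 572 and 527 without A, B, C, K and L). For HSAF-30 against HSAF-5 they ranged from 706 to 1707 (708, 706 and 758 without D, F and G), and for HSAF-60 against HSAF-30 from 1521 to 2130. Lower genes moved more than the totals, from 172 to between 46 and 72 for HSAF-5 without any 1 of A to F, and from 268 to between 84 and 144 for HSAF-60 without A, B, C, K or L. The union ranged from 2240 to 3454, and the genes of Fig. 2A from 16 to 21 at 5 min, 25 to 28 at 30 min and 15 to 20 from 30 to 60 min. Fewer libraries per group lower the number of calls by construction, and where the numbers rose the cause was not tested.

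In the same runs, chs-9 ranged from 1.32 to 2.20 at 5 min (called at 2.20 without F), from 2.99 to 3.62 at 30 min and from -3.39 to -2.76 from 30 to 60 min. The ranges of chs-1 were 2.32 to 2.49, 2.88 to 2.99 and -1.22 to -0.91 (call lost at -1.12, -0.91, -1.20 and -1.22 without G, J, K and L), and those of gh16-5 0.69 to 1.56, 2.01 to 2.55 and -1.34 to -0.80. Against HSAF-0 at 5, 30 and 60 min, atg3 ranged from 0.17 to 0.34, 0.77 to 1.25 (call lost at 1.06, 1.15, 1.13 and 0.77 without A, B, C and G) and 0.41 to 0.61. For atg5 the ranges were -1.28 to -0.59, 0.92 to 1.39 and 0.14 to 0.61. For atg12 they were -0.070 to 0.69 (reversed at -0.070 without D), 2.03 to 2.65 (call lost at 2.03 and 2.06 without C and G) and 1.06 to 1.58. The medians of all genes ranged from -0.14 to -0.093 at 5 min (-0.098, -0.12 and -0.093 without B, E and F), from -0.36 to -0.12 at 30 min and from -0.011 to 0.060 at 60 min (0.020 and 0.060 without A and B). The ratio of distances ranged from 0.506 to 0.597 and the difference of distances from -37.8 to -1.74. Correlations ranged from 0.428 to 0.647 for atg3, 0.427 to 0.554 for atg5, 0.512 to 0.667 for atg12 and 0.523 to 0.671 for the component. Those of atg12 (0.667) and of the component (0.661) passed the threshold without J. The other named genes kept their call or lack of it in these runs, but NCU00855 ranged from 9.70 to 10.95, NCU06792 from 9.35 to 12.92, NCU02526 from -6.18 to -5.10 and NCU08228 from -6.16 to -4.94.

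The depth on NCU genes limits what can be seen in weakly expressed genes. Library I of HSAF-30 holds 790513 of these counts, but whether comparisons with HSAF-30 are limited more was not tested for weakly expressed genes. Set tests were planned for cell wall and autophagy genes and were not run, since the reference gives no product names. A fit with the replicate as a block was not run either, since the libraries share no replicate numbers between groups.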

Differences from the paper's values

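The tests with DESeq2 on only the 2 groups compared and with all deposited features were chosen only after the results had been seen, and the other tests below were planned.

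For HSAF-5 against HSAF-0, the paper's Dataset S1 gives 1587 genes, and 909 were called here. Of the alternatives set before the data were examined, library size alone (1151), DESeq2 (1309), a fit to only the 2 groups (1389) and an adjusted p under 0.05 without a fold limit (1654) came within 1.5-fold of the paper's number. DESeq2 size factors in edgeR, upper quartile factors, no filter, the 3 settings of limma on FPKM, glmTreat and leaving out any of A to G, J, K and L did not, while the numbers without H (1092) and without I (1075) came within 1.5-fold. The paper's number of lower genes is 609, and 172 were called lower here. Library size alone (618), DESeq2 (410), the fit to 2 groups (447) and the looser threshold (599) came within 1.5-fold of it, and the other alternatives set at that time did not.

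For HSAF-60 against HSAF-0, the paper gives 1825 genes, and 979 were called here. DESeq2 (1427), the fit to 2 groups (1507) and the looser threshold (1838), all set before the data were examined, came within 1.5-fold, and so did leaving out H (1287). The other alternatives set then did not. The paper's number of higher genes is 1102, against 711 here. DESeq2 size factors (747), library size alone (797), DESeq2 (953), no filter (765), the fit to 2 groups (980), the looser threshold (1157) and leaving out E (742), H (855), I (802) or J (786) came within 1.5-fold of it. Upper quartile factors, limma on FPKM, glmTreat and leaving out another library did not. The paper's number of lower genes is 723, against 268 here. The fit to 2 groups (527) and the looser threshold (681) came within 1.5-fold of it, and the others, DESeq2 (474) among them, did not.

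Of the genes that the paper's table lists at 5 min, 1350 could be read, and all 1350 had the same sign here. The median of the log2 fold changes here minus the paper's was 0.053. With the paper's thresholds and all 12 libraries, 771 of them were called and 579 were not, against 299 not called in DESeq2 and 181 in the fit to 2 groups. DESeq2 on only the 2 groups, chosen after seeing the values, gave 1541 genes at 5 min (508 lower) and, without library I at 30 min, 2712 at 30 min, 1822 at 60 min (1140 higher and 682 lower) and a union of 3906. It drops 99 of the 1350 genes that the paper calls.

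For 29 genes of Fig. 2A the paper's table gives a log2 fold change at 5 min. All 29 have the same sign here, and 0 differ by more than the standard error, with differences between 0.0040 and 0.21. The paper calls 7 of them that are not called here. Of these, NCU02137 (adjusted p = 0.0112), NCU00586 (0.0146) and chs-9, NCU02592 (0.0150, edgeR's quasi-likelihood test), were called with DESeq2, without a filter and in the fit to 2 groups. NCU02137 was also called without F, G or H, NCU00586 without F, H or J, and chs-9 without F or G. NCU06871 (adjusted p = 0.0111 in edgeR) was called with DESeq2, in the fit to 2 groups, without G, H or I, and with the covariate, which was chosen after seeing the values. NCU07458 (adjusted p = 0.0112 in edgeR) was called with DESeq2 size factors, upper quartile factors, library size alone, DESeq2, no filter, the fit to 2 groups and without G, H, J or L. It was also called with TMM on all features and rescaled FPKM, both chosen after seeing the values, which drop 559 and 604 of the 1350 genes. NCU04350 and gh16-5, NCU05686 (adjusted p = 0.0532 and 0.0409 in edgeR), were called in DESeq2 on only the 2 groups, which was chosen after seeing the values and calls the other 5 too.

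The paper describes the profile of HSAF-5 as similar to HSAF-30 and different from HSAF-0 and HSAF-60. Here the mean distance of HSAF-5 was shorter to HSAF-0 than to HSAF-30, with a difference of -21.0 for all 12 libraries and of -1.74 without library I. The permutation test of these differences cannot give a p under 0.1, so which group is nearer was not settled. The wider spread within HSAF-30 (121) than within HSAF-0 (56.3) also lengthens the mean distance to HSAF-30. The difference was -17.6 on log2(FPKM + 1), -5.14 on the 500 most variable genes and -15.4 with library size alone. These settings kept library I and were set before the data were examined. With all 12 libraries, HSAF-5 lay nearer to HSAF-60 (136) than to HSAF-30 (147). It was the reverse with library size alone (147 and 145), on log2(FPKM + 1) (119 and 111) and on the 500 most variable genes (70.3 and 67.8). By single libraries, on the other hand, the nearest library outside HSAF-5 was H of HSAF-30 for D, E and F. Without library I, the distance of HSAF-5 to HSAF-60 (136) was longer than those to HSAF-0 and HSAF-30. On the first principal component without library I, HSAF-5 (between -27.3 and -20.0) was also nearer to HSAF-30 (-98.3 and -75.7) than to HSAF-0 (between 64.3 and 71.1), as the paper describes, while on that of all 12 libraries it was nearer to HSAF-0.

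The paper describes the genes of its autophagy module as rising over the time of treatment. Here the means of atg3, atg5 and atg12 were highest at 30 min and lower at 60 min, with log2 fold changes of -0.55, -0.79 and -0.98 between these times that were not called. Their correlations with time were positive (0.489, 0.477 and 0.572 over 12 libraries) and did not pass an adjusted p of 0.05 with TMM, which does not exclude a relation. With library size alone the coefficients of atg3 (0.764) and atg12 (0.651) passed it, and on log2(FPKM + 1) that of atg12 (0.737), both set before the data were examined. At 30 min, atg-8 was called higher than in HSAF-0 (2.11).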

Other observations

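The tests of the share of newGene_189 and newGene_190, of library I and of the other groupings were chosen only after the results had been seen, while the values of nca-1 and of DEGs were planned.

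The share of counts on newGene_189 and newGene_190, 52.0% over all libraries, varied within every group. The treatment as the whole cause of this variation is argued against by the 3 untreated libraries, whose shares span 45.5 percentage points. A common source of the reads on both features is a candidate explanation. The log2 ratio of one feature to the other had an SD of 0.279 over the libraries, against 1.67 for the log2 ratio of their sum to the gene counts, a quotient of 0.167. Ribosomal RNA left in the libraries could be such a source and would have a large share, but no sequence of the features is given, so the 52.0% cannot be told apart from another abundant transcript. Whether the levels of many other genes shift along with the share stays open, since the result depended on library I. Without library I, 2.94% of the genes (229 of 7788) followed the share within groups at an unadjusted p under 0.05 in edgeR, fewer than the 5% expected by chance, and 0 at an adjusted p under 0.01. With library I it was 9.23% (700 of 7582), above that 5%, with 2 at an adjusted p under 0.01 in edgeR. Departures by gene length also went with the share. Spearman's rho between gene length and a library's departure from its group was 0.232 in A, against -0.143 in B and -0.133 in C. It was 0.101 in D and 0.136 in E, against -0.241 in F. It was 0.237 in I, against -0.334 in G and 0.0119 in H, and 0.0726 in K, against 0.0403 in J and -0.107 in L. No biological explanation for the variation within groups was tested.

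Library I lay apart from G and H. The mean of its distances to them was 1.46 times the distance between G and H. Its low depth on genes is a candidate explanation. After all libraries had been thinned at random to 790513 gene counts, in 20 draws, the quotient was 1.14, with distances of 78.3 for G and H, 83.9 for G and I, and 94.2 for H and I. Before thinning these distances were 92.3, 126 and 144. The thinned counts were not scaled by TMM, and the 2 counts added before the logarithm weigh more at that depth. The scale thus changed along with the depth, so the fall of the quotient cannot be assigned to depth. That library I was taken at another time point is argued against, since its nearest library of another group lay at 120.2 after thinning and its nearest library was in HSAF-30 in 20 of 20 draws. A bias by gene length cannot be told apart. Spearman's rho between gene length and the departure of library I from its group was 0.237, but libraries A (0.232), F (-0.241) and G (-0.334) departed by as much. A biological difference of library I within its group was not tested.

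For the 5 comparisons of DEGs, the real grouping was 1 of 10 possible groupings of the 6 libraries and called the most genes. In edgeR the other 9 groupings called 0 genes, and at an unadjusted p under 0.05 they gave between 33 and 909, against between 2681 and 4209 in the real ones. DESeq2 and limma were not run on these groupings. With 10 groupings the share as large is never under 0.1. This count of groupings alone can therefore not exclude a random grouping as the origin in any single comparison. For the union of the 3 comparisons with HSAF-0, 1 of 100 random groupings of the 12 libraries, the real one, gave as many genes as 3146, and the highest number in the others was 152, so here it can be excluded.

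The gene nca-1, whose product the paper uses as a marker of the endoplasmic reticulum, had a log2 fold change at 60 min of 1.10 without library I, which was called (adjusted p = 0.00923, edgeR's quasi-likelihood test), and of 1.09 with it, which was not (adjusted p = 0.0213, same test). Leaving out A, B, C, J, K or L made no call, with values between 1.02 and 1.22. It was called with library size alone (1.23), DESeq2 (1.13) and the fit to 2 groups (1.15).

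The paper reports a coefficient of 0.72 and a p of 0.009, marked here as the paper's, for the correlation of the module with atg3, atg5 and atg12 with HSAF treatment, and does not say how the treatment was coded. For a coefficient of 0.72, Pearson's test gives p = 0.00828 with 12 libraries and p = 0.0125 with 11. Over the coefficients that round to it, p lies between 0.00763 and 0.00896 with 12 libraries and between 0.0116 and 0.0134 with 11. The paper's p of 0.009 is thus reached within rounding with 12 libraries, and not with 11. This is arithmetic on the paper's coefficient, and the module itself was not rebuilt.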
